# Caterpillar-Induced Rice Volatile (E)-β-Farnesene Impairs the Development and Survival of *Chilo suppressalis* Larvae by Disrupting Insect Hormone Balance

**DOI:** 10.3389/fphys.2022.904482

**Published:** 2022-05-30

**Authors:** Lei Yang, Xiaomin Yao, Baosheng Liu, Yangchun Han, Rui Ji, Jiafei Ju, Xiaona Zhang, Shuwen Wu, Jichao Fang, Yang Sun

**Keywords:** *Chilo suppressalis*, comparative transcriptome, (E)-β-farnesene, rice defense, terpene synthases

## Abstract

Significant research progress has recently been made on establishing the roles of *tps46* in rice defense. (E)-β-farnesene (Eβf) is a major product of *tps46* activity but its physiological functions and potential mechanisms against *Chilo suppressalis* have not yet been clarified. In the present study, *C. suppressalis* larvae were artificially fed a diet containing 0.8 g/kg Eβf and the physiological performance of the larvae was evaluated. In response to Eβf treatment, the average 2nd instar duration significantly increased from 4.78 d to 6.31 d while that of the 3rd instar significantly increased from 5.70 d to 8.00 d compared with the control. There were no significant differences between the control and Eβf-fed 4th and 5th instars in terms of their durations. The mortalities of the 2nd and 3rd Eβf-fed instars were 21.00-fold and 6.39-fold higher, respectively, than that of the control. A comparative transcriptome analysis revealed that multiple differentially expressed genes are involved in insect hormone biosynthesis. An insect hormone assay on the 3rd instars disclosed that Eβf disrupted the balance between the juvenile hormone and ecdysteroid levels. Eβf treatment increased the juvenile hormones titers but not those of the ecdysteroids. The qPCR results were consistent with those of the RNA-Seq. The foregoing findings suggested that Eβf impairs development and survival in *C. suppressalis* larvae by disrupting their hormone balance. Moreover, Eβf altered the pathways associated with carbohydrate and xenobiotic metabolism as well as those related to cofactors and vitamins in *C. suppressalis* larvae. The discoveries of this study may contribute to the development and implementation of an integrated control system for *C. suppressalis* infestations in rice.

## Introduction

In response to insect pest damage, plants typically synthesize and release large amounts of herbivore-induced plant volatiles (HIPVs) that favor interactions with the ambient environment. HIPVs attract predators and parasites that defend and protect plants against herbivores and prime defensive responses in neighboring plants (War et al., 2011; Dudareva et al., 2013; Turlings and Erb, 2018). HIPVs include green leaf volatiles (GLVs), terpenoids, nitrogenous compounds, and other aromatic compounds (Chen S. et al., 2020). GLVs include aldehydes, alcohols, and their esters and are released in large quantities after insects destroy fresh leaves (Ameye et al., 2018; Turlings and Erb, 2018). Terpenoids contain basic five-carbon isoprene units and are released by several plants in response to herbivory (Pichersky and Raguso, 2018). A few nitrogenous and aromatic compounds have also been implicated in the attraction of natural enemies (Turlings and Erb, 2018). Terpenoid emission rates and compositions widely vary among plant genotypes. Terpenoid quantities and ratios vary with arthropod attack and mediate tritrophic interactions among HIPVs (Ameye et al., 2018).

Terpene synthases (TPSs) regulate terpenoid biosynthesis (Bohlmann et al., 1998; Pazouki and Niinemets, 2016) and are generally upregulated in response to insect attacks (Capra et al., 2015; Mei et al., 2017). TPS upregulation usually enhances plant pest resistance (Hua et al., 2021; Liu et al., 2021). TPS overexpression promotes insect pest resistance in transgenic crops (Mei et al., 2017; Sun et al., 2017).

The rice stem borer *Chilo suppressalis* is a highly destructive insect pest in global rice production. It causes significant yield and economic losses and poses a severe threat to international food security (Chen G. et al., 2020; Ma et al., 2020). In rice, *tps46* is constitutively expressed even in the absence of herbivore attack (Sun et al., 2017). However, it was significantly upregulated in rice subjected to *C. suppressalis* infestation for 24 h (Sun et al., 2011; Sun et al., 2017). Thus, *tps46* might play a key role in the response of rice to *C. suppressalis* attack. *Tps46* silencing in rice plants increased susceptibility to *Rhopalosiphum padi* compared with Wt plants. By contrast, *tps46* overexpression enhanced relative *R. padi* resistance (Sun et al., 2017). Taken together, the foregoing findings suggest that *tps46*-mediated terpenoid synthesis is involved in the response of rice to *C. suppressalis*.

Eight volatile products are catalyzed by *tps46* in rice. Of these, limonene and Eβf were detected in all *tps46* interference, overexpression, and Wt rice lines. The other six volatiles were detected only in the *tps46* overexpression rice lines. The limonene and Eβf levels were significantly lower in the *tps46* interference lines and significantly higher in the *tps46* overexpression lines than the Wt lines (Sun et al., 2017). Therefore, limonene and Eβf may play central roles in the defense of rice against *C. suppressalis*. Nevertheless, the physiological functions and potential mechanisms of limonene and Eβf against *C. suppressalis* have not yet been elucidated.

Our pre-experiments indicated that Eβf had a stronger direct effect than limonene against *C. suppressalis* larva development and survival. Numerous studies have revealed that juvenile hormone (JH) and ecdysteroids are important regulators of insect growth and development (Liu et al., 2019). In addition, Eβf are sesquiterpenoids with structural similarities to juvenile hormone (Crock et al., 1997; Jindra et al., 2013; Gaddelapati et al., 2022). However, it is unclear whether Eβf impairs the development and survival of *C. suppressalis* larvae by affecting insect hormone. In this study, we focused on the direct effects and potential modes of action of Eβf against *C. suppressalis* larvae. The bioassays showed that Eβf strongly inhibited *C. suppressalis* development and was lethal in the early larval stages. A comparative transcriptome analysis disclosed multiple DEGs involved in insect hormone biosynthesis while GO database annotation indicated that they participated in “growth”, “developmental process”, and “reproduction”. The 3rd instar larval hormone assay showed that Eβf disrupted the balance between juvenile hormones and ecdysteroids. The Eβf treatment increased the titers of juvenile hormones but not ecdysteroids. Both classes of hormones are vital to insect development, metamorphosis, and reproduction (Dubrovsky, 2005; Santos et al., 2019; Song and Zhou, 2020). Thus, Eβf might influence development, metamorphosis, and reproduction in *C. suppressalis*. The results of the present study demonstrated that Eβf treatment impaired larval development in *C. suppressalis* primarily by disrupting insect hormone balance. The preceding discoveries may contribute to the development of integrated control methods and strategies for *C. suppressalis* infestations on rice.

## Materials and Methods

### Insect Rearing

*C. suppressalis* populations were collected from rice fields in Ruichang County, China, maintained at 25°C under LD photoperiod (14 h:10 h light:dark) and relative humidity of 80%, and fed an artificial diet. The artificial diet was made according to Han et al.’s method (Han et al., 2012).

### Eβf Treatment

Eβf was purchased from Sigma-Aldrich Corp. (St Louis, MO, United States). The optimal terpenoids and its concentration were determined according to prior research (Sun et al., 2017; Chen et al., 2021). The pre-experiment concentrations assayed were 0.08 g/kg, 0.8 g/kg, and 8 g/kg, and it was established that the artificial diet should contain a final concentration of 0.8 g/kg Eβf. The artificial diet was fed to the first instar larvae until death. Two replicates (24 larvae/replicate) were used in the pre-experiments while four replicates were used in the subsequent experiment.

### RNA Isolation and Library Preparation for Transcriptome Sequencing

*C. suppressalis* larvae were fed control diet or Eβf (0.8 g/kg) until the 3rd larval instar, when they were collected and preserved at −80°C until use. Total RNA was extracted from six 3rd instar *C. suppressalis* larvae with TRIzol reagent (Invitrogen, Carlsbad, CA, United States) according to the manufacturer’s instructions (three biological replicates per treatment). RNA degradation and contamination were monitored on 1% agarose gel. RNA purity was checked with an IMPLEN NanoPhotometer® (IMPLEN Inc., Westlake Village, CA, United States). RNA concentration was measured with a Qubit® RNA assay kit in a Qubit® 2.0 Fluorometer (Life Technologies, Waltham, MA, United States). RNA integrity was assessed with the RNA Nano 6000 assay kit and an Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, United States).

Three micrograms RNA was used as the input material to prepare each RNA sample. Sequencing libraries were generated with the NEB Next® Ultra™ RNA library prep kit for Illumina® (New England Biolabs, Ipswich, MA, United States/Illumina, San Diego, CA, United States) following the manufacturers’ recommendations. Index codes were added to attribute the sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was conducted using divalent cations and at elevated temperature in NEB Next first-strand synthesis reaction buffer (5X; New England Biolabs). First-strand cDNA was synthesized with random hexamer primer and M-MuLV reverse transcriptase (RNase H-; Santa Cruz Biotechnology, Dallas, TX, United States). Second-strand cDNA was synthesized with DNA polymerase I and RNase H. The remaining overhangs were converted into blunt ends via exonucleases and polymerases. The 3’ ends of the DNA fragments were adenylated and a NEB Next adaptor (New England Biolabs) with hairpin loop structure was ligated to prepare for the hybridization. The library fragments were purified with an AMPure XP system (Beckman Coulter, Beverly, MA, United States) to select 150–200-bp cDNA fragments. Three microliters USER enzyme (New England Biolabs) was combined with size-selected, adaptor-ligated cDNA at 37°C for 15 min followed by 95°C for 5 min before PCR. The latter was performed with Phusion high-fidelity DNA polymerase (Thermo Fisher Scientific, Waltham, MA, United States), universal PCR primers, and Index (X) primer. The PCR products were purified in an AMPure XP system and library quality was assessed in an Agilent Bioanalyzer 2100 system (Agilent Technologies).

The index-coded samples were clustered in a cBot cluster generation system using TruSeq PE cluster kit v. 3-cBot-HS (Illumina) according to the manufacturer’s instructions. The library preparations were then sequenced on an Illumina HiSeq platform (Illumina) and 150-bp paired-end reads were generated.

Raw data (raw reads) in fastq format were processed through in-house perl scripts. Clean data (reads) were obtained by removing the reads containing adapters and poly-N and the low-quality reads from the raw data. Q20, Q30, GC content, and sequence duplication level were calculated for the clean data. All subsequent analyses were based on high-quality clean data.

Reference genome and gene model annotation files were directly downloaded from the genome website. The reference genome index was built and paired-end clean reads were aligned to the reference genome with HISAT2 (http://daehwankimlab.github.io/hisat2/) (Kim et al., 2019). HISAT2 was selected as the mapping tool as it can generate a database of splice junctions according to the gene model annotation file. Thus, it yields better mapping results than other non-splice mapping tools. StringTie (https://github.com/gpertea/stringtie) was used to construct and identify both known and heretofore unidentified transcripts in the HISAT2 alignment results (Pertea et al., 2015).

### Quantification of Gene Expression Levels

StringTie was used to enumerate the reads mapped to each gene. Clean data were mapped back onto the reference genome. Read counts for each gene were obtained from the mapping results. FPKM (expected number of fragments per kilobase of transcript sequence per million base pairs sequenced) for each gene were calculated based on the length of the gene and the read counts mapped to it. FPKM simultaneously considers the effects of sequencing depth and gene length on the reads count and is the most commonly used method for estimating gene expression levels at present (Trapnell et al., 2010).

### Differential Expression Analysis

A differential expression analysis of both conditions/groups was performed using the DESeq package (v. 1.10.1) in R (R Core Team, Vienna, Austria) (Anders and Huber, 2010). DESeq runs statistical routines to generate differential digital gene expression data using a model based on the negative binomial distribution. The resulting *p* values were subjected to Benjamini and Hochberg correction to control the false discovery rate (FDR). Genes with adjusted *p*-value < 0.05 were designated as differentially expressed.

### Gene Functional Annotation

Gene function was annotated based on Nr (NCBI non-redundant protein sequences), Nt (NCBI non-redundant nucleotide sequences), Pfam (Protein family); KOG/COG (Clusters of Orthologous Groups of proteins), Swiss-Prot (a manually annotated and reviewed protein sequence database), KO (KEGG Ortholog database), and GO (Gene Ontology).

### GO Enrichment Analysis of Differentially Expressed Genes

Gene Ontology (GO) enrichment analysis of the DEGs was performed in the GOseq package of R and was based on the Wallenius non-central hypergeometric distribution (Young et al., 2010) which corrects for gene length bias.

### KEGG Pathway Enrichment Analysis of Differentially Expressed Genes

KOBAS 3.0 software (http://bioinfo.org/kobas/genelist/) was used to determine the statistical enrichment of the DEGs in the KEGG pathways (Bu et al., 2021).

### Quantitative PCR

Twelve candidate genes were randomly selected for quantification to verify the accuracy of the transcriptome data. The same RNA samples used for transcriptome sequencing were also used for qPCR. The RNA samples were reversed-transcribed into cDNA as templates (Takara). Each sample included three biological replicates. The qPCR reactionswere performed using a TB Green™Premix Ex Taq™kit (TaKaRa) and run on a LightCycler® 480 Instrument II Real-Time PCR System (Roche, Basel, Switzerland). Melting curves were plotted to examine amplification specificity. Standard curves were plotted using alinear regression model, and PCR efficiency was calculated according to the slope of the standard curve. The qPCR-specific primers for the twelve candidate genes were designed with Primer Premier v. 6.0 (PREMIER Biosoft, Palo Alto, CA, United States). EF1 was amplified as the standard control (Xu et al., 2017). Relative expression was quantitated by the 2^−ΔΔCt^ method (Livak and Schmittgen, 2001). The PCR primers used in this study are shown in Supplementary Table S3.

### Juvenile Hormone and Ecdysteroid Assays

Whole insects were homogenized in phosphate buffer and centrifuged at 3,000 rpm at 4°C for 10 min. The supernatants were used for juvenile hormone and ecdysteroid quantification with separate insect juvenile hormone and ecdysone ELISA test kits (Renjie Biotechnology Co. Ltd., Shanghai, China) according to the manufacturer’s instructions.

### Data Analysis

The Mann-Whitney U test was used to identify the variations in average instar duration and the levels of juvenile hormones and ecdysteroids in *C. suppressalis* larvae. One-way analysis of variance (ANOVA) was used to determine the differences between treatments in terms of their mortalities. Statistical analyses were run in SPSS v. 24.0 (IBM Corp., Armonk, NY, United States).

## Results

### Eβf Impairs *C. suppressalis* Larval Development and Survival

Pre-experiments revealed that Eβf had a stronger direct effect than limonene on *C. suppressalis* larval development and survival (Supplementary Figures 1–6). Figure 1A shows that the average duration of the 2nd instar larvae significantly increased from 4.78 d to 6.31 d after the Eβf treatment (*p* < 0.001). The Eβf treatment also significantly prolonged the 3rd instar larvae from 5.70 d to 8.00 d (*p* < 0.001). There were no significant differences between the Eβf treatment and control in terms of the durations of the 4th and 5th instar larvae (*p* > 0.05). The foregoing data indicated that Eβf strongly inhibited the development of *C. suppressalis* at its earlier larval stages. The mortalities of the 2nd and 3rd instar larvae were 21.00-fold and 6.39-fold higher, respectively, than those of the control (*p* < 0.001). However, there were no significant differences between the Eβf treatment and the control in terms of the mortalities of the 4th and 5th instars (*p* > 0.05) (Figure 1B). The preceding data indicated that Eβf was lethal to *C. suppressalis* at its earlier larval stages. We also found that many of the *C. suppressalis* still surviving at the final larval stages permanently failed to pupate after Eβf treatment. Hence, Eβf impairs development and survival in *C. suppressalis* larvae and Eβf might efficaciously protect rice against *C. suppressalis*.

**FIGURE 1:**
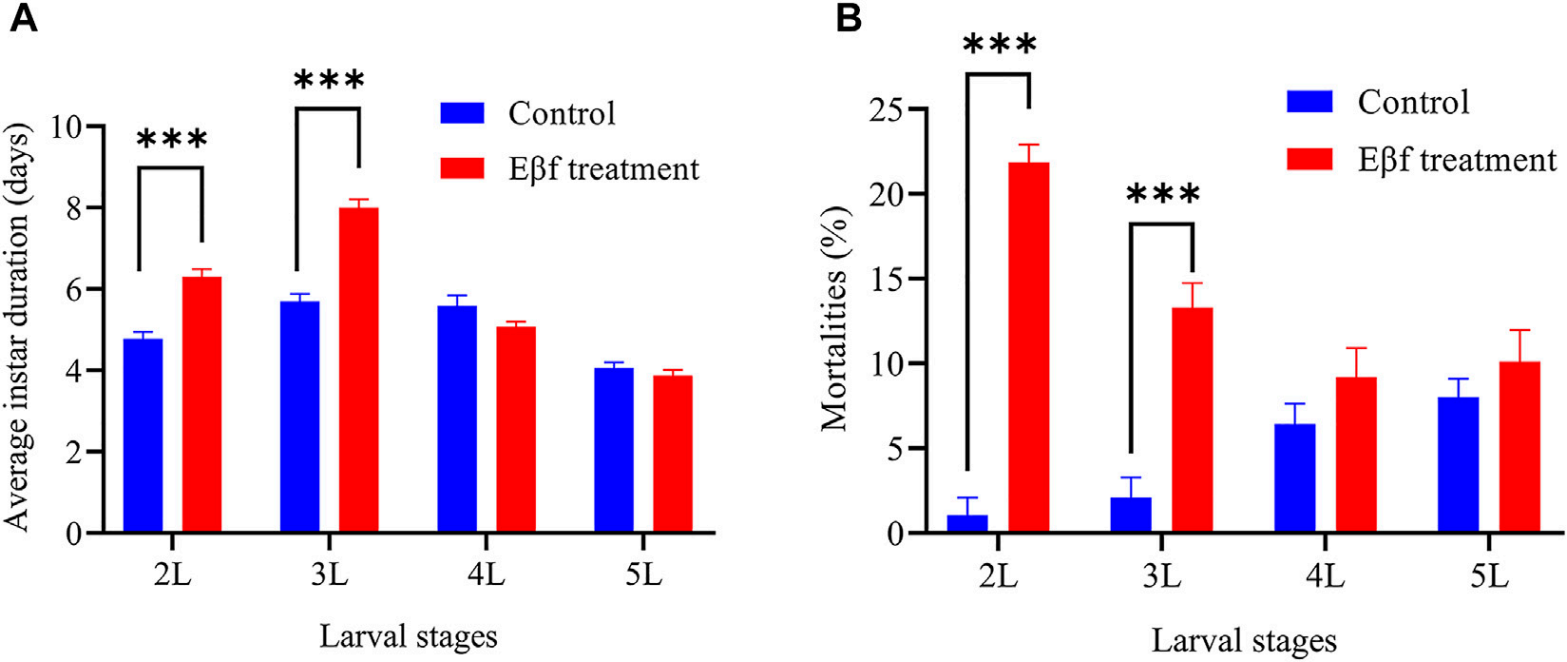
Average instar durations and mortalities in *C. suppressalis* larvae fed artificial diet containing Eβf. **(A)** Average instar duration. **(B)** Mortalities. Values are means ± SEM of four replicates (*n* = 24; N = 96). Asterisks indicate significant differences: *p < 0.05; **p < 0.01; ***p < 0.001 (Mann-Whitney *U* test).

### Transcriptome Sequencing and Assembly

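Larvae of *C. suppressalis*, the caterpillars of the striped rice stem borer, were fed an artificial diet with 0.8 g/kg Eβf or a control diet with the solvent. They were collected when they had reached the 3rd instar. The paper reports a longer 3rd instar and higher mortality with Eβf. Differences in developmental age or in which larvae survived therefore cannot be told apart here from other effects of Eβf. Poly(A) RNA of 3 samples from each group was sequenced. The methods and the sample labels name 6 larvae for the RNA, with 3 biological replicates per treatment in the methods, and the results text names 6 larvae for the sequencing as a whole. Whether a library holds RNA of 6 larvae or of 1 is therefore not settled, and each SD given here is between libraries. Supplementary Table S1 lists 48201918 to 75239649 aligned reads per library as the paper's values. The paper states that the reads were aligned with HISAT2, that StringTie assembled known and new transcripts, and that gene length and read count were turned into FPKM, the fragments per kilobase of gene scaled to the fragments of the library. The genome build and the versions of these tools are not given in the sources used here. The authors' deposited table of FPKM was the starting point here, and it holds no counts. The FPKM of a library summed to 1650955, 1630380 and 1772686 in control replicates 1 to 3 and to 1701718, 1741251 and 1691305 in Eβf replicates 1 to 3, and these sums do not measure depth. The steps between the lowest FPKM values gave depths relative to control replicate 1 of 1.23 and 0.971 for control replicates 2 and 3 and of 1.52, 1.28 and 0.967 for Eβf replicates 1 to 3. They lie within 0.66% of the ratios of aligned reads in the table. The library names of the table (TFN and TYC) are not spelled out in the paper or the labels. TFN was read as the farnesene libraries by its letters and TYC, as the other group, as the solvent control, and every direction given here rests on that reading. Values were compared as log2(FPKM + 1), which understates the fold change of genes with low FPKM, with limma in 11932 genes at an FPKM of 1 or more in at least 3 of the 6 libraries. Over these genes, Pearson correlations between libraries were 0.863 to 0.89 within the Eβf group, 0.771 to 0.918 within the control and 0.712 to 0.855 between the groups. Control replicate 3 lay apart from the other controls. The most abundant gene, MSTRG.19760, took 15.1%, 16.2% and 12.2% of the FPKM of control replicates 1 to 3 and 11.3%, 7.41% and 5.44% of that of Eβf replicates 1 to 3.

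**Figure D1:**
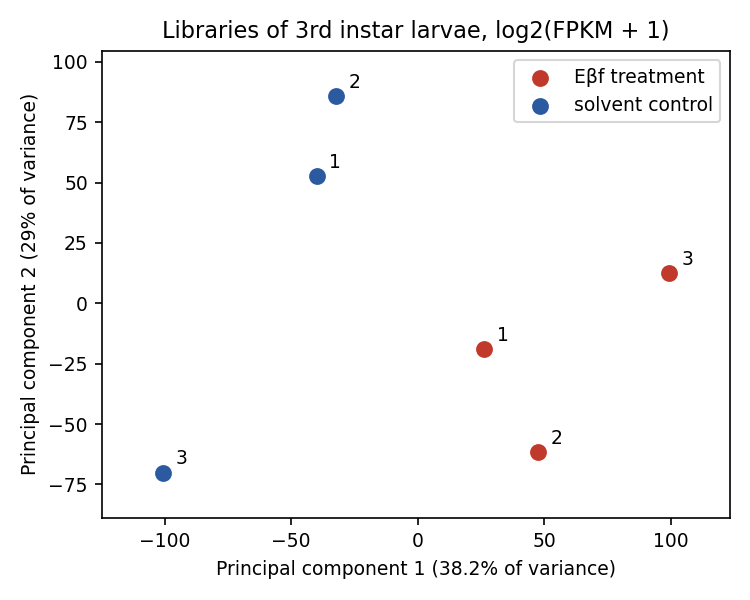
Principal components of the 6 libraries from log2(FPKM + 1) of the 11932 genes tested, each point a library with its replicate number, blue for the solvent control and red for Eβf. Component 1 (38.2% of the variance) parts the groups, and on component 2 (29%) control replicate 3 lies at -70.1 while control replicates 1 and 2 lie at 52.5 and 85.8.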

The transcriptomes of the 3rd instar larvae subjected to Eβf and solvent were sequenced on the Illumina HiSeq 2000 platform. From six *C. suppressalis* larvae, we obtained 52.71 Gb clean data with Q30 >91.55% after filtering the raw reads. The GC content was in the range of 48.66–54.42% and all read alignments were >89.00% (Supplementary Table S1). The clean reads were aligned with HISAT2 to the reference genome (https://www.ncbi.nlm.nih.gov/genome/?term=Chilo+suppressalis). We used StringTie to construct and identify known and novel transcripts from the HISAT2 alignment results. 

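The deposited table listed 38966 genes, of which 15653 carry IDs of annotated gene models (evm) and 23313 carry IDs of StringTie loci (MSTRG). Of these, 34485 were above 0 in at least 1 library and 4481 were listed at 0 in all 6. Above 0 were 13447 evm genes and 21038 MSTRG loci, and 6362 evm genes and 5570 MSTRG loci reached the FPKM of 1 in 3 libraries required for testing. The number of genes at an FPKM of 1 or more was 11360, 12126 and 10529 in control replicates 1 to 3 and 10171, 10819 and 13033 in Eβf replicates 1 to 3, so the groups overlapped. Among the 34485 genes above 0, 1048 had the same FPKM as another gene in every library, and they made up 510 distinct sets of values. None of the 38966 IDs (0 matches) was found in the table of 11366 genes of the assembly PGI_CHILSU_V6 used here for names, so genes are given by ID and the files do not pair them with functions.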

The clean data were assembled into 38,698 genes (Supplementary Table S1).

### Functional Annotation

The genes were annotated by a BLAST search against the COG, GO, KEGG, KOG, Pfam, SwissProt, and Nr databases. The cut-off E-value was 1E-5. Of all genes, 24,036 (62.11%) were annotated to the foregoing databases (Supplementary Table S2). Of these, the major genes (99.52%) were annotated against the Nr database and >50% of them were long (≥1,000 bp) (Supplementary Table S2). A total of 14,591 genes had matches in the Pfam database followed by the SwissProt and KOG databases. The annotated genes had few matches in the KEGG (26.36%), COG (27.25%), or GO (30.97%) databases (Supplementary Table S2).

### Differential Expression Analysis

Analysis of DEGs between the Eβf treatment and the control was performed using the DESeq v. 1.10.1 package in R. Genes with adjusted *p* < 0.05 were designated as DEGs. In total, 1,671 and 270 DEGs were identified in the 3rd instar *C. suppressalis* Eβf and control larvae, respectively. 

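In the 3rd instar larvae, 182 genes were higher and 63 were lower after Eβf treatment at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment and no fold change threshold. This is 2.05% of the 11932 genes tested. The median log2 fold change was 3.62 among the higher genes and -3.05 among the lower genes, and the smallest change that passed was 1.26. All 245 genes had 3 libraries of one group above all 3 of the other, as did 21.4% of the genes tested, where chance gives 10%. Among the higher genes, evm_008801 had an FPKM of 365.6 ± 126.1 (SD, n = 3) after Eβf and 1.81 ± 0.827 (SD, n = 3) in the control. Its log2 fold change was 7.01 (standard error 0.48, adjusted p = 0.00569 from limma), and 7.61 and 7.68 with pseudocounts of 0.1 and 0.01. Its call was lost with the replicate number as a block, as was that of MSTRG.11824 (adjusted p = 0.0767 from limma for both). MSTRG.22409 reached an FPKM of 4341, 4764 and 4679 in Eβf replicates 1 to 3 but was listed at 0 in control replicates 1 and 2 and at 173.9 in control replicate 3. Its log2 fold change was 9.68 (standard error 1.85, adjusted p = 0.049 from limma) and depends on the pseudocount because 2 controls are at 0, with 11.90 and 14.11 at pseudocounts of 0.1 and 0.01 and 11.83 with a weight per library. It was 8.44 without control replicate 1 and without control replicate 2, and the call was lost without either of them and without each Eβf replicate (adjusted p of 0.122 to 0.148 from limma). It was also lost with pseudocounts of 0.1 and 0.01 (0.0877 and 0.133), at a mean FPKM of 0.1 or more (0.0907), with median-of-ratios scaling (0.0702), quantile normalization (0.0637), the replicate number as a block (0.0767) or no mean-variance trend (0.0534), and with identical values counted once, an alternative chosen after seeing the data (adjusted p = 0.0504 from limma). Without control replicate 3 the control is at 0 and no fold is given, and the adjusted p ranged from 0.000148 there to 0.197 without the filter. Among the lower genes, MSTRG.11824 had an FPKM of 90.8, 84.9 and 95.6 in control replicates 1 to 3 and was listed at 0 in all 3 Eβf libraries. evm_006669 had an FPKM of 862.1, 771.4 and 11770 in control replicates 1 to 3 and 37.9, 32.9 and 10.4 in Eβf replicates 1 to 3. Its log2 fold change was -6.33 (standard error 1.08, adjusted p = 0.0377 from limma), and it was -5.05 without control replicate 3, -4.49 without both libraries numbered 3, -4.91 with a weight per library, and -6.93 and -7.01 without control replicates 1 and 2. The call was lost without control replicate 1 or 2 and without each Eβf replicate (adjusted p of 0.0757 to 0.115 from limma). It was also lost with pseudocounts of 0.1 and 0.01 (0.0526 and 0.0706), at a mean FPKM of 0.1 or more (0.071), with median-of-ratios scaling (0.0678), with the replicate number as a block (0.0875) and without the filter, and the adjusted p ranged from 0.00121 to 0.171 from limma over the alternatives. The functions of these genes are not known from the sources used here. At an unadjusted p under 0.05 there were 1054 higher and 801 lower genes, against 596.6 expected by chance in all. The split of control replicates 1 and 2 with Eβf replicate 3 against the other libraries gave 2013, more than the 1855 of the real split. The remaining splits gave 130 to 971, so the excess alone does not show an effect of Eβf. Of the 245 genes, 74.3% were higher. With median-of-ratios scaling 217 genes were higher and 126 lower (63.3% higher), and with quantile normalization 184 and 151 (54.9% higher). Quantile normalization, which by construction gives all libraries the same distribution, moved the median log2 fold change of all genes tested from 0.16 to 0.01. Median-of-ratios scaling moved this median only to 0.12. The number of genes passing depended on single libraries, with 34 in all without control replicate 1, 2 without control replicate 2, 380 without control replicate 3, 106 without Eβf replicate 1, 5 without Eβf replicate 2 and 9 without Eβf replicate 3. It was 6 without the filter, 37 at a mean FPKM of 0.1 or more, 143 and 48 with pseudocounts of 0.1 and 0.01, 154 without both libraries numbered 3 and 3954 with a weight per library. With the replicate number as a block it was 0, where the block leaves less information on the spread between libraries.

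**Figure D2:**
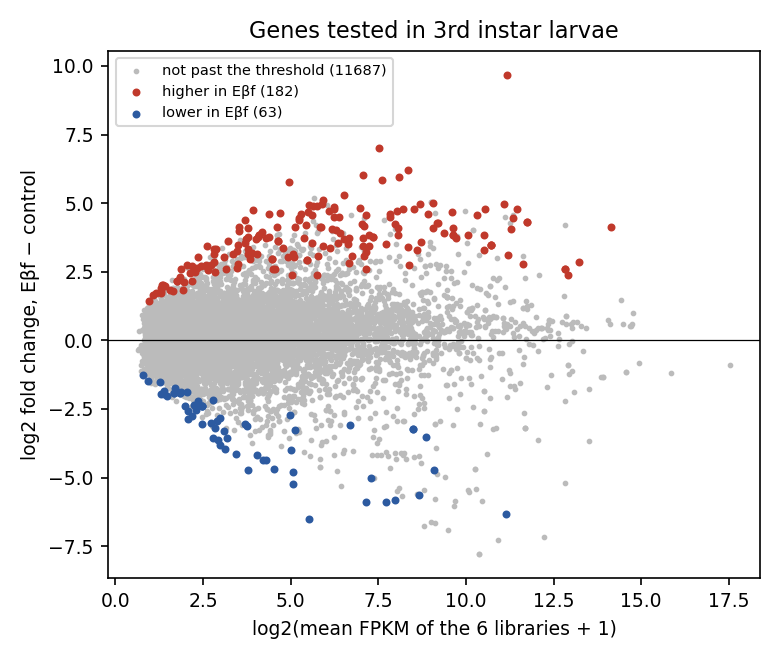
Log2 fold change between Eβf and control against log2(mean FPKM of the 6 libraries + 1), each point 1 of the 11932 genes tested. Red points are the 182 higher genes, blue points the 63 lower genes and grey points the genes that did not pass, and changes under 1.26 in size stayed grey.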

There were 767 upregulated and 904 downregulated genes (Figure 2). Twelve candidate genes were randomly selected and quantitated to validate the DEGs identified by transcriptome sequencing. The trends in the expression of these DEGs were consistent with the results of the transcriptome sequencing. Thus, the output of the latter was credible (Figure 6).

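Of the 12 genes with qPCR primers in Supplementary Table S3, evm_010324 and evm_013436 were higher in the RNA-Seq libraries of the Eβf group at an adjusted p under 0.05 over all genes tested, and the same count of 2 was reached when adjusted over the list alone. The paper describes the 12 genes as randomly selected and as DEGs of this sequencing, so the count over the list alone is not independent evidence. The FPKM of evm_013436 was 4744 ± 2143 (SD, n = 3) after Eβf and 287.6 ± 139.2 (SD, n = 3) in the control, a log2 fold change of 4.05 (standard error 0.49, adjusted p = 0.0195 from limma). The FPKM of evm_010324 was 248.5 ± 128.9 (SD, n = 3) against 12.8 ± 8.83 (SD, n = 3), a log2 fold change of 4.24 (standard error 0.62, adjusted p = 0.0303 from limma). The gene with the next ID, evm_010325, had a log2 fold change of 2.14 (standard error 0.90, adjusted p = 0.309 from limma), with an FPKM of 64.5 to 809 in the control and 776 to 1910 after Eβf. Its log2 fold change ran from 0.77 without both libraries numbered 3 to 2.91 without control replicate 2, and it passed under none of the alternatives. The log2 fold changes of evm_009930, MSTRG.19723 and evm_014368 were 0.99, 0.53 and -0.02, with adjusted p of 0.598, 0.78 and 0.988 from limma. That of evm_009930 ran from 0.61 without Eβf replicate 2 to 2.13 with a weight per library, where alone it passed. Without both libraries numbered 3, MSTRG.19723 and evm_014368 were at -0.32 and -0.46. They reached 1.21 without Eβf replicate 1 and 0.14 without control replicate 1, respectively. The other 6 genes lay below the FPKM required for testing. In the fit without that filter, the log2 fold changes of MSTRG.35242, MSTRG.31509, evm_000257 and evm_004429 were 0.96, 0.63, 0.33 and -0.54, with adjusted p of 0.534 to 0.726 from limma. These values depend on the pseudocount, and with 0.01 they were 3.05, 3.76, 2.82 and 0.10, none of which passed. Without Eβf replicate 3 that of evm_000257 was 0.08. evm_013666 was above 0 only in control replicate 2 (FPKM 0.0105) and Eβf replicate 1 (FPKM 0.00847), and MSTRG.19722 was listed at 0 in all 6 libraries. The calls of evm_010324 and evm_013436 were both lost without control replicate 2 and without each of the 3 Eβf replicates, where their adjusted p lay between 0.0536 and 0.0918 from limma, without the filter (adjusted p = 0.131 for both) and with the replicate number as a block (adjusted p = 0.0787 and 0.0767 from limma). That of evm_010324 was lost as well without control replicate 1 (adjusted p = 0.0562 from limma), with a pseudocount of 0.01 (0.053) and at a mean FPKM of 0.1 or more (0.0605). With a weight per library the log2 fold changes of evm_010324 and evm_013436 were 3.19 and 3.06, and without both libraries numbered 3 they were 3.77 and 3.42 (adjusted p = 0.0699 and 0.0507 from limma). The paper reasons from the directions of the 2 assays to the reliability of the sequencing result.

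**Figure D3:**
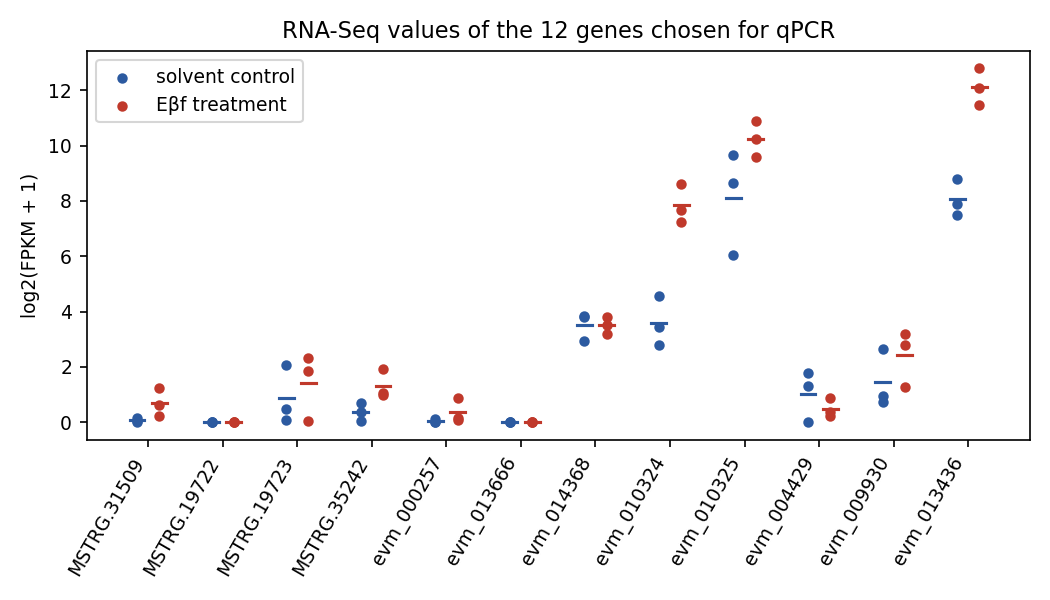
RNA-Seq values of the 12 genes as log2(FPKM + 1), each point a library, blue for the solvent control and red for Eβf, with a line at the mean of each group. The 3 Eβf libraries of evm_010324 and of evm_013436 lie above their 3 control libraries, and MSTRG.19722 lies at 0 in all 6.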

**FIGURE 2:**
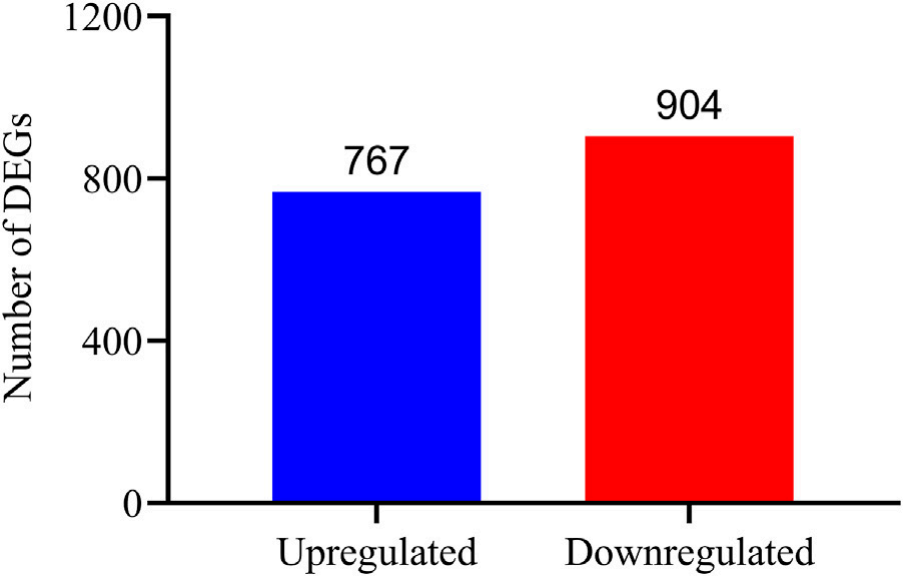
Gene expression profiles of control and Eβf treatment on 3rd instar *C. suppressalis* larvae. Blue bar represents 767 significantly upregulated genes while red bar represents 904 significantly downregulated genes in Eβf treatment compared with expression levels of same in control.

### GO Classification

Gene Ontology (GO) is a universally standardized gene functional classification system that annotates numerous genes and their products and analyzes their functions. The GO consortium provides a standardized hierarchical vocabulary (GO terms) to describe gene product functions. GO also classifies genes into functional categories under general sections of molecular function, biological process, and cellular component. To clarify the main functions of all the DEGs, 418 of them were assigned to 46 GO terms (Figure 3).

**FIGURE 3:**
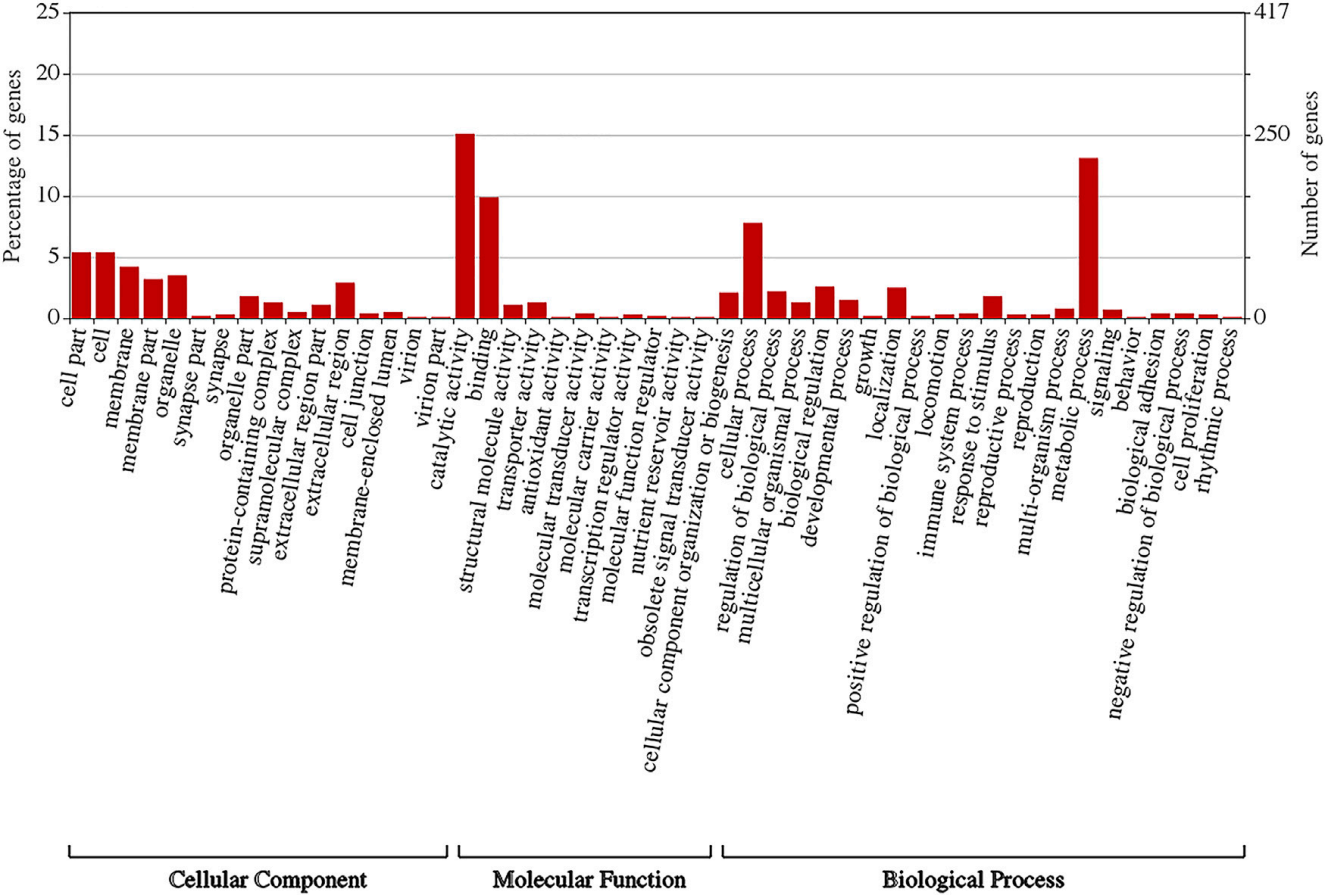
Gene Ontology (GO) classification of differentially expressed genes (DEGs). Gene Ontology (GO) enrichment analysis of DEGs. Top three enriched terms in cellular component (CC) category were cell”, “cell part”, and “membrane”. Terms “catalytic activity”, “binding”, and “transporter activity” were dominant in molecular function (MF) category. In biological process (BP) category, major GO terms were “metabolic process” and “cellular process”.

Within the cellular component category, the major GO terms were “cell”, “cell part”, “membrane”, “membrane part”, “extracellular region”, “organelle part”, “protein-containing complex”, and “extracellular region part”. The terms “supramolecular complex”, “membrane-enclosed lumen”, “cell junction”, “synapse”, “synapse part”, “virion”, and “virion part” had low values (Figure 3).

Within the molecular function category, “catalytic activity” had a high value followed by “binding”, “transporter activity”, “structural molecule activity”, “molecular transducer activity”, “transcription regulator activity”, “molecular function regulator”, “antioxidant activity”, “nutrient reservoir activity”, and “molecular carrier activity” (Figure 3).

Within the biological process category, the major GO terms were “metabolic process” and “cellular process” followed by “biological regulation”, “localization”, “cellular component organization or biogenesis”, “response to stimulus”, “multicellular organismal process”, “developmental process”, “multi-organism process”, “signaling”, “biological adhesion”, “reproduction”, “reproductive process”, “locomotion”, “immune system process”, “behavior”, “growth”, “rhythmic process”, “detoxification”, and “cell proliferation” (Figure 3).

### KEGG Analysis

KEGG (Kyoto Encyclopedia of Genes and Genomes) is a knowledge base applied in the systematic analysis of gene functions. It links genomic and higher-order functional information. The latter is stored in the PATHWAY database and supplemented by a set of ortholog group tables of information about conserved subpathways (pathway motifs). The latter are often encoded by positionally coupled genes on the chromosome and are especially useful in predicting gene functions. Thus, we performed a KEGG pathway analysis of the DEGs. The top 20 enriched pathways are shown in Figure 4A.

**FIGURE 4:**
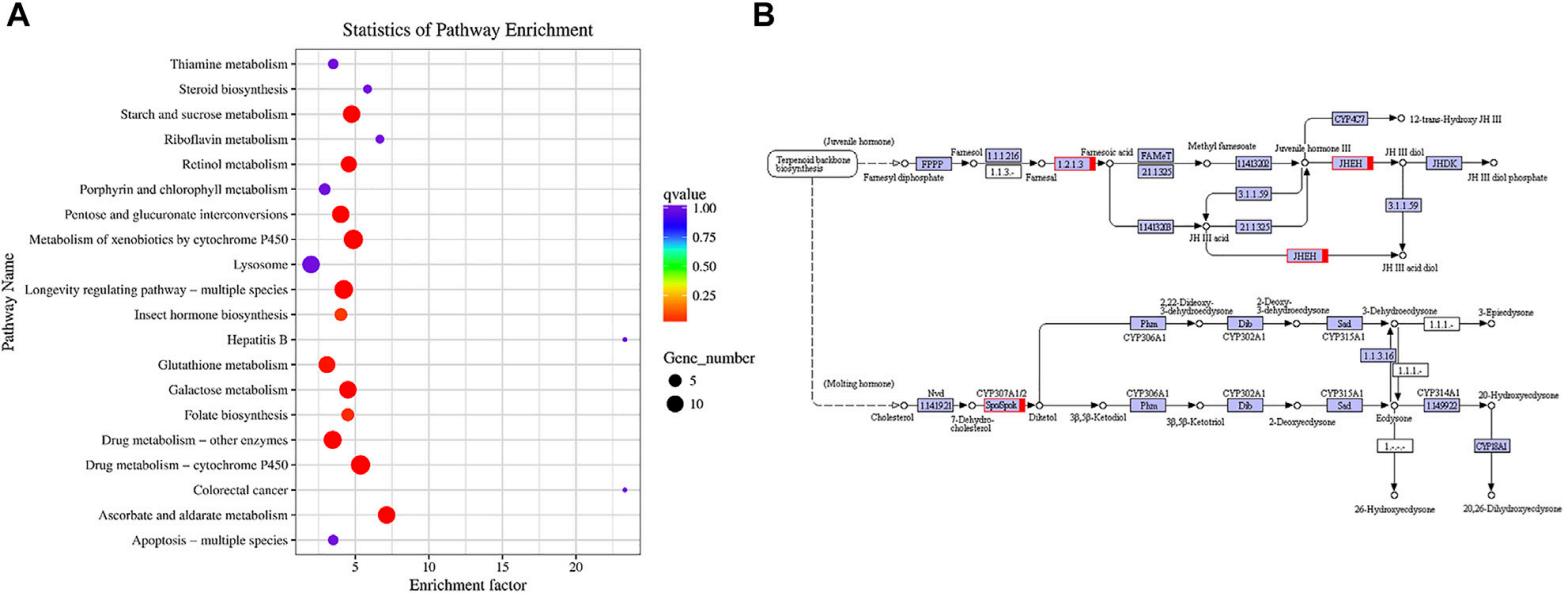
DEG pathway enrichment analysis. **(A)** Top 20 pathway enrichment analysis of differentially expressed genes. **(B)** Insect hormone biosynthesis pathway. Pathways were identified based on number of enriched genes, *p*-value, and rich factor.

The top enriched pathways were “Ascorbate and aldarate metabolism” followed by “Drug metabolism-cytochrome P450”, “Xenobiotic metabolism-cytochrome P450”, “Longevity regulating pathway-multiple species”, “Starch and sucrose metabolism”, “Galactose metabolism”, “Pentose and glucuronate interconversions”, “Retinol metabolism”, “Drug metabolism-other enzymes”, “Glutathione metabolism”, “Folate biosynthesis”, and “Insect hormone biosynthesis” (Figure 4A). All of these belong to the Metabolism category except for “Longevity regulating pathway-multiple species” which belongs to the Organismal Systems category.

Figure 4B shows that multiple genes regulate juvenile hormone and ecdysteroid biosynthesis and degradation. Here, all these genes were upregulated. Enzyme “1.2.1.3” is aldehyde dehydrogenase which is the main step in converting farnesal to farnesol. Juvenile hormone epoxide hydrolase (JHEH) degrades JH III by hydrating its epoxide moiety to JH III diol. CYP307A1 participates in ecdysone synthesis. Abnormal expression of the preceding genes may cause hormonal imbalance in *C. suppressalis* larvae.

### Eβf Disrupting Insect Hormone Balance

Multiple DEGs were involved in the insect hormone biosynthesis pathway. Hence, we evaluated the juvenile hormone and ecdysteroid levels. The effects of Eβf treatment on the juvenile hormone and ecdysteroid levels in *C. suppressalis* larvae are shown in Figure 5. The Eβf treatment significantly increased the juvenile hormone levels in 3-day-old and 4-day-old 3rd instar larvae, significantly reduced it in 2-day-old 3rd instar larvae (Figure 5A). For each sample, ecdysteroid levels were also measured at the same time. The Eβf treatment significantly increased ecdysteroid levels in 3-day-old 3rd instar larvae, significantly reduced it in 2-day-old 3rd instar larvae (Figure 5B). Additionally, the Eβf treatment the entire time period also resulted in higher the juvenile hormone levels compared to control the entire time period (Figure 5A). Conversely, ecdysteroid levels were not (Figure 5B). To sum up, the Eβf treatment significantly increased the juvenile hormone but not the ecdysteroid levels at the 3rd larval stage.

**FIGURE 5:**
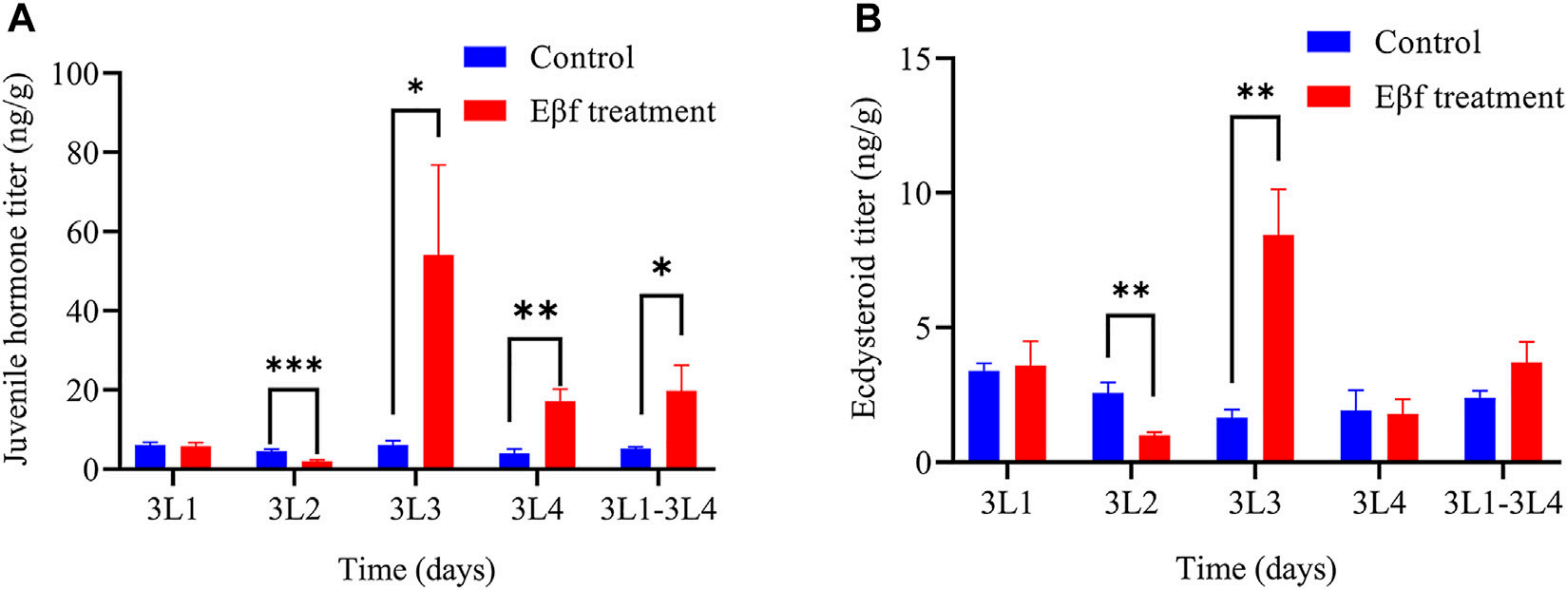
Effect of Eβf treatment on insect hormone titers in 3rd instar *C. suppressalis* larvae. **(A)** Juvenile hormone titer. **(B)** Ecdysteroid titer. Values are means ± SEM of three replicates. Asterisks indicate significant differences: *p < 0.05; **p < 0.01; ***p < 0.001 (Mann-Whitney *U* test).

## Discussion

The acyclic sesquiterpene Eβf is regulated by *tps46* (Sun et al., 2017). Previous studies on Eβf function focused on its roles in indirect defense (Verheggen et al., 2012; Li et al., 2019). Eβf is the main component of aphid alarm pheromones. It interrupts aphid feeding and causes conspecifics in the vicinity to become agitated and/or disperse from the host plant (Sun et al., 2017; Sun and Li, 2017). Ladybird beetles are attracted to young stage-2 pyrethrum flowers emitting the highest levels of the purest Eβf (Li et al., 2019). However, the foregoing responses are all indirect Eβf defenses. Here, we report the direct inhibitory effects of Eβf on 2nd and 3rd instar larval development and mortality in *C. suppressalis* (Figure 1).

A comparative transcriptome analysis showed that multiple DEGs regulate insect hormone biosynthesis. A GO database annotation indicated that these DEGs participate in “growth”, “developmental process”, and “reproduction”. The hormone assay on the 3rd larval *C. suppressalis* instars showed that Eβf caused an imbalance between juvenile hormones and ecdysteroids. Eβf treatment increased juvenile hormone but not ecdysteroid titers. Juvenile hormones and ecdysteroids play pivotal roles in insect development, metamorphosis, and reproduction (Dubrovsky, 2005; Santos et al., 2019; Song and Zhou, 2020). A proper balance between juvenile hormone and ecdysteroids is of a paramount importance for insect development (Gruntenko and Rauschenbach, 2008; Rauschenbach et al., 2008; Meiselman et al., 2017; Liu et al., 2018). In *Drosophila*, it has been reported that there is a mechanism of reciprocal regulation of juvenile hormone and ecdysteroids which is responsible for their proper balance. An experimental rise in juvenile hormone titre leads to a rise in ecdysteroids in *Drosophila virilis* (Rauschenbach et al., 2007), and an experimental rise in ecdysteroids titre results in a dose-dependent decrease of juvenile hormone degradation (Gruntenko et al., 2003; Gruntenko et al., 2005). Accordingly, a steep decrease of ecdysteroids titre as a result of a mutation leads to an increase in juvenile hormone degradation in *Drosophila melanogaster* (Rauschenbach et al., 2008). Insect hormone imbalance leads to dramatic changes in insect development, metamorphosis, oogenesis and fecundity (Gruntenko and Rauschenbach, 2008; Rauschenbach et al., 2008; Ogihara et al., 2015). Insect hormone imbalance caused by RNAi-based knockdown of *sad*, which involved in the last step of ecdysteroids biosynthesis caused a longer developmental duration and lower pupation of 4th instar larvae, as well as caused shorter ovarioles and fewer fully developed eggs (Peng et al., 2019). Similar results were observed after RNAi-based knockdown of JHE (juvenile hormone esterase) on *Sesamia nonagrioides* (Kontogiannatos et al., 2013). Hence, Eβf might influence *C. suppressalis* development, metamorphosis, and reproduction. Our data disclosed that Eβf treatment impaired *C. suppressalis* larval development and survival. Previous research has revealed that Eβf mimics the action of juvenile hormone III in certain insect species (Crock et al., 1997). In our study, Eβf treatment increased the juvenile hormones titers but not those of the ecdysteroids. This result fits nicely with previous research. Therefore, the most reliable explanation is that Eβf also mimics the action of juvenile hormone in *C. suppressalis*. In addition, Eβf is also toxic to aphid and whiteflies (Crock et al., 1997). In this aspect, our results are consistent with these previous findings. The application of juvenile hormone analog insecticides to larvae also impaired their development and survival (Hu et al., 2019; Hu et al., 2020). We did not systematically investigate *C. suppressalis* metamorphosis and reproduction here as it was difficult to sample sufficient pupae and maintain the population for these purposes. Our findings demonstrated that Eβf strongly affected *C. suppressalis*. We discovered that Eβf impairs larval development and mortality in *C. suppressalis* by disrupting insect hormone balance. The qPCR results disclosed DEG trends that were consistent with those obtained by RNA-Seq (Figure 6). Both assays established that multiple DEGs in the insect hormone biosynthesis pathway were upregulated.

**FIGURE 6:**
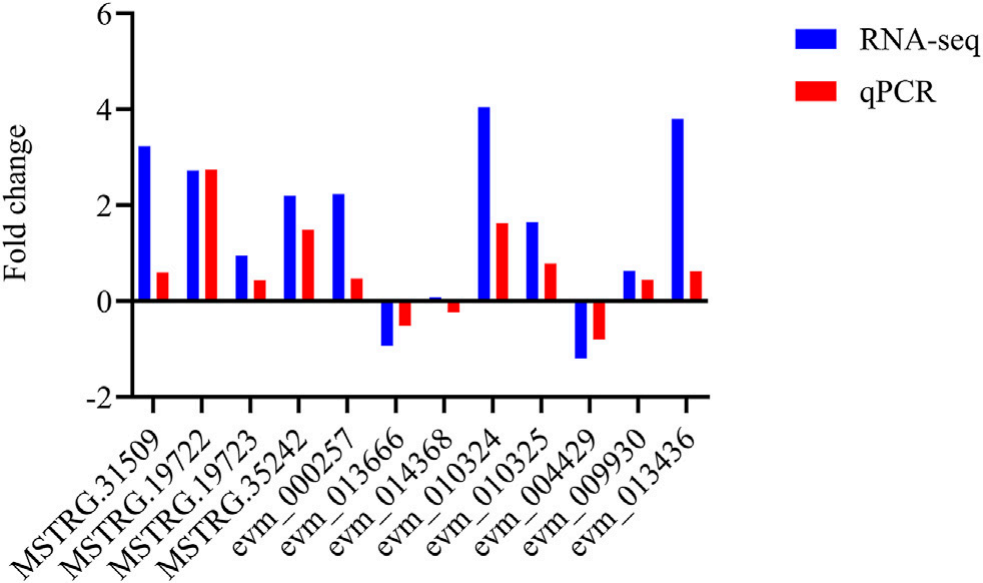
Expression of twelve randomly selected genes validated by qPCR. Validation of RNA-Seq data by qPCR. Twelve candidate genes were randomly selected for quantification. Column height is proportional to fold change of gene expression. Fold change is positive for upregulated genes and negative for downregulated genes. Values are means.

The KEGG database showed that the response of *C. suppressalis* to Eβf was associated with carbohydrates (ascorbate and aldarate, starch and sucrose, and galactose metabolism as well as pentose-glucuronate interconversions), xenobiotics (drug metabolism-cytochrome P450; xenobiotic metabolism-cytochrome P450; and drug metabolism-other enzymes), and cofactors and vitamins (retinol metabolism and folate biosynthesis) (Figure 4A). Previous studies reported that ascorbate is essential for several different metabolic reactions in animals. It is an essential water-soluble vitamin and cofactor in humans and a vital antioxidant that scavenges reactive oxygen species (ROS) and improves disease resistance (Ballaz and Rebec, 2019; Liu et al., 2020). Here, all 11 upregulated genes were identified among the DEGs. The Eβf treatment may enhance ascorbate metabolism in *C. suppressalis*. Eβf toxicity might be associated with the stimulation of ROS production, lipid peroxidation, and perturbation of the total antioxidant capacity. Therefore, the reduction of oxidative stress mediated by the upregulation of ascorbate metabolism could be an important molecular mechanism by which *C. suppressalis* responds to Eβf. We also observed that multiple upregulated and downregulated genes were involved in starch and sucrose metabolism, galactose metabolism, and pentose-glucuronate interconversion.

Xenobiotic metabolism is essential in insects as it enables them to neutralize and eliminate toxins that could interfere with vital biochemical processes (Schuler, 2011; Chen G. et al., 2020; Palli, 2020). Here, multiple P450 genes involved in cytochrome P450-mediated drug and xenobiotic metabolism were upregulated. P450s are associated with reciprocal adaptation of insect detoxification genes in response to plant biosynthetic genes. This response is driven by the co-evolution of herbivores and their chemically defended plant hosts (Schuler, 2011; Calla et al., 2017). These P450s may participate in Eβf biodegradation and metabolism. Furthermore, xanthine dehydrogenase/oxidase, glucuronosyltransferase, and *β*-glucuronidase were upregulated and identified in other enzymatic drug metabolism pathways.

We also detected alterations in the pathways regulating retinol metabolism and folate biosynthesis. Retinol influences cell differentiation, proliferation, and apoptosis and plays important roles in a wide range of physiological processes (Doldo et al., 2015). Retinoid biosynthesis maintains a condition that is conducive to regenerative growth in *Drosophila* (Halme et al., 2010). Tetrahydrofolate and its derivatives (folates) are essential in nearly all living organisms (Gorelova et al., 2019). Fruit fly larvae with low folate intake had significantly lower growth and DNA synthesis rates than normal controls (Blatch et al., 2015). The observed delay in the growth and development of the 3rd instar larvae fed Eβf might be related to low folate intake.

It is uncertain whether the biological activity of Eβf is consistent with that of juvenile hormones. Farnesol is a sesquiterpenoid precursor of insect juvenile hormones but its activity was far weaker than that of partially purified cecropia moth (*Hyalophora cecropia*) extracts. Hence, farnesol is probably not true insect juvenile hormone (Yamamoto and Jacobson, 1962; Staal, 1975; He et al., 2011). Rather, it might be a precursor or analog of juvenile hormone that simply increases juvenile hormones titers, thereby creating an imbalance between the juvenile hormone and ecdysteroid levels. This dysregulation impairs larval development and increases mortality in *C. suppressalis*.

## Conclusion

The bioassays and transcriptome data suggested that Eβf impairs development and increases mortality in *C. suppressalis* larvae by disrupting insect hormone balance. The qPCR showed that Eβf induces numerous DEGs regulating insect hormone biosynthesis. The foregoing findings will help elucidate the ecological roles of Eβf plays in the direct defense of rice against insect pest herbivory. Eβf altered the pathways associated with carbohydrate and xenobiotic metabolism as well as cofactors and vitamins in *C. suppressalis* larvae. Thus, transcriptomics is invaluable in clarifying the potential mechanisms by which Eβf delays development and increases mortality in *C. suppressalis* larvae. The discoveries of the present study will facilitate the development of integrated control managements against *C. suppressalis* infestations in rice.

## Data Availability

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) database, accession number GSE179532.

# Supplementary material for: Caterpillar-Induced Rice Volatile (E)-β-Farnesene Impairs the Development and Survival of Chilo suppressalis Larvae by Disrupting Insect Hormone Balance
**Source:** Front Physiol. 2022 May 30;13:904482. doi: 10.3389/fphys.2022.904482
**Supplement:** Supplementary file 1

Supplementary Material

1 Supplementary Figures and Tables

1.1 Supplementary Figures

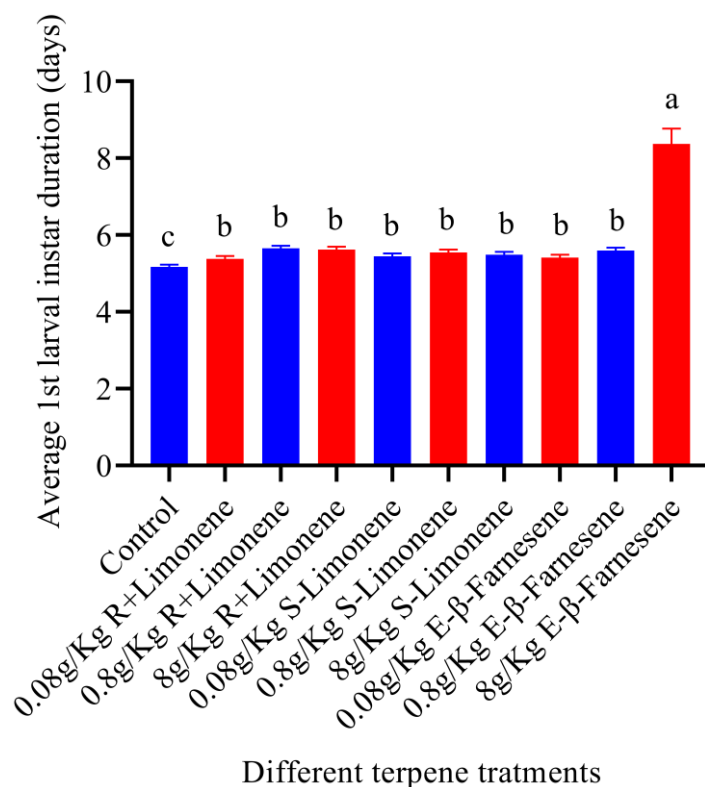

Supplementary Figure 1. Average instar duration in 1st instar *C. suppressalis* larvae fed artificial diet containing different terpene. Values are means $\pm$ SEM of two replicates ($n = 24$, $N = 48$). Different lowercase letters indicate statistically significant ($P < 0.05$) difference (The Kruskal Wallis test).

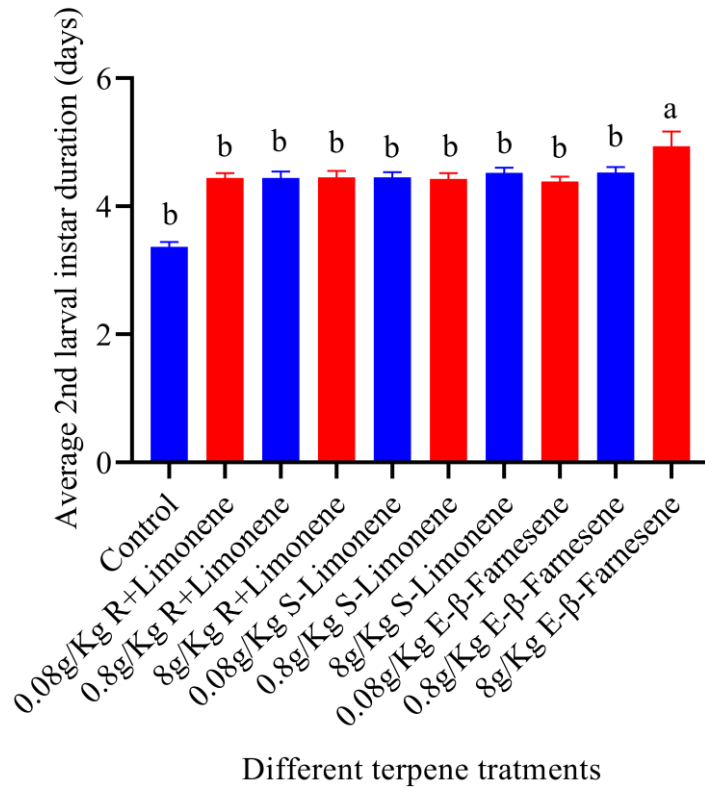

Supplementary Figure 2. Average instar duration in 2nd instar *C. suppressalis* larvae fed artificial diet containing different terpene. Values are means $\pm$ SEM of two replicates ($n = 24$, $N = 48$). Different lowercase letters indicate statistically significant ($P < 0.05$) difference (The Kruskal Wallis test).

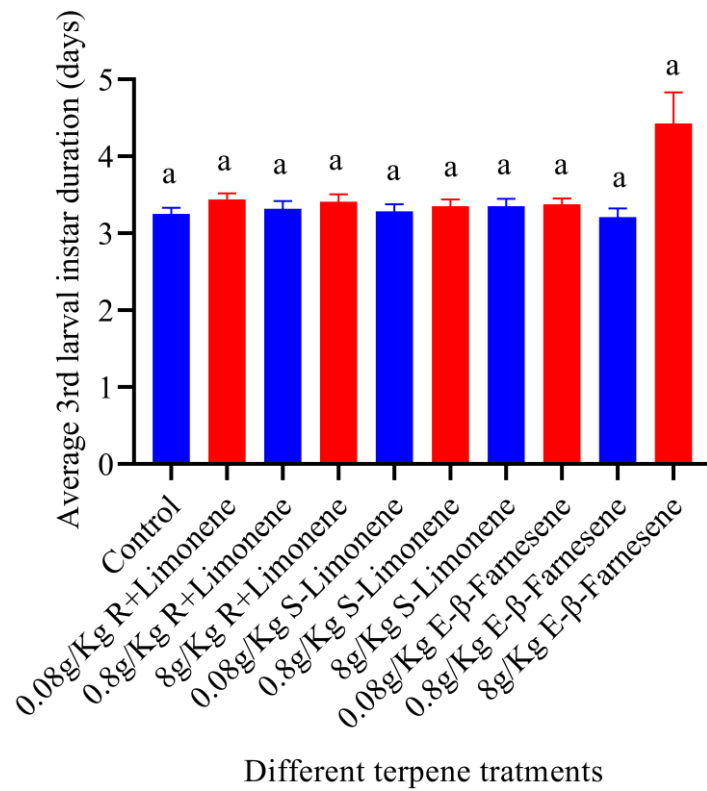

Supplementary Figure 3. Average instar duration in 3rd instar *C. suppressalis* larvae fed artificial diet containing different terpene. Values are means $\pm$ SEM of two replicates ($n = 24$, $N = 48$). Different lowercase letters indicate statistically significant ($P < 0.05$) difference (The Kruskal Wallis test).

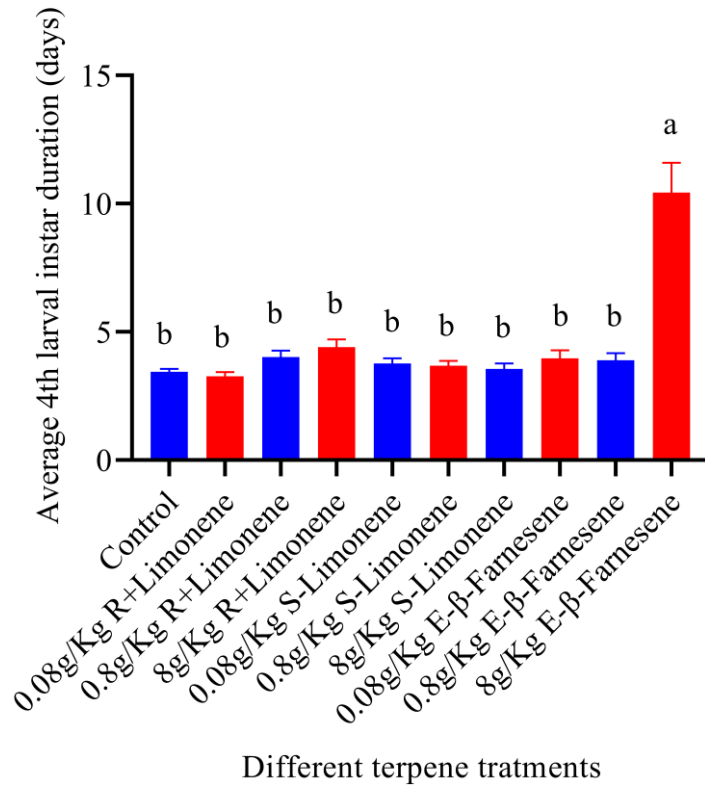

Supplementary Figure 4. Average instar duration in 4th instar *C. suppressalis* larvae fed artificial diet containing different terpene. Values are means $\pm$ SEM of two replicates ($n = 24$, $N = 48$). Different lowercase letters indicate statistically significant ($P < 0.05$) difference (The Kruskal Wallis test).

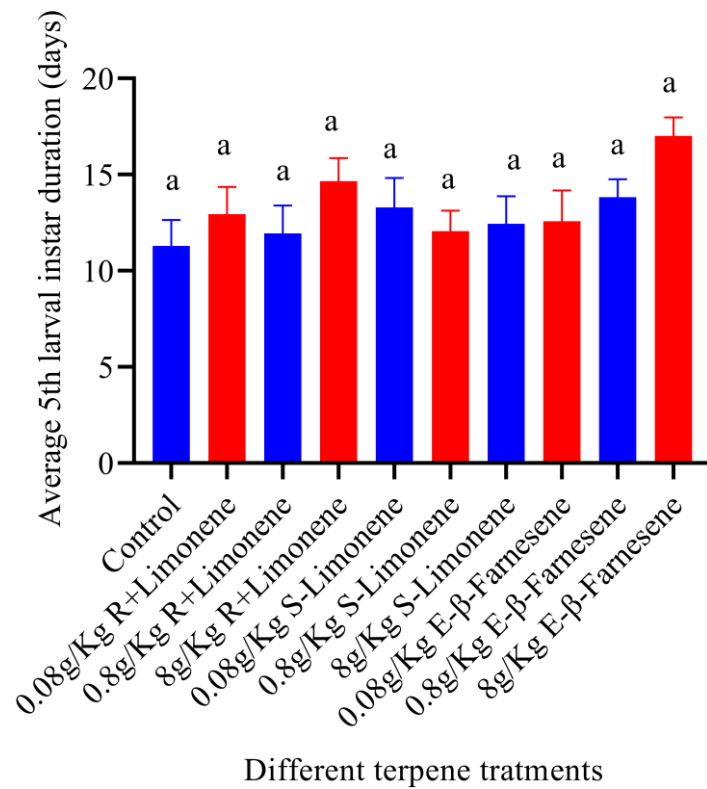

Supplementary Figure 5. Average instar duration in 5th instar *C. suppressalis* larvae fed artificial diet containing different terpene. Values are means $\pm$ SEM of two replicates ($n = 24$, $N = 48$). Different lowercase letters indicate statistically significant ($P < 0.05$) difference (The Kruskal Wallis test).

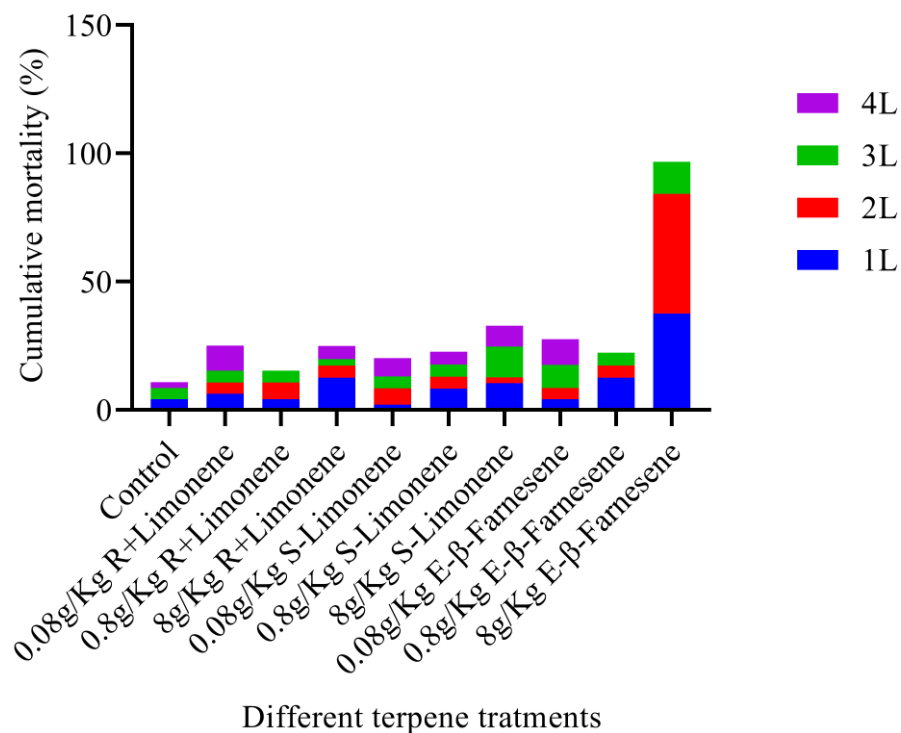

Supplementary Figure 6. The effect of limonene and Eβf on *C. suppressalis* larvae mortality rates. The blue bar represent mortality rates of *C. suppressalis* 1st instar larvae, the red bar for 2nd instar larvae, the green for 3rd instar larvae and the purple for 4th instar larvae.

1.2 Supplementary Figures

Supplementary Table 1. Transcriptome sequencing data and assembly

Sample	Clean data	No. bases	GC (%)	Q30 (%)	No. aligned reads
TYC1	26,970,894	8.09E+09	50.48	94.55	49,854,726 (92.42%)
TYC2	33,205,800	9.96E+09	50.69	94.58	61,096,065 (92.00%)
TYC3	27,219,428	8.17E+09	54.42	91.98	48,453,034 (89.00%)
TFN1	40,041,578	1.2E+10	51.79	94.88	75,239,649 (93.95%)
TFN2	34,212,787	1.03E+10	51.42	94.84	63,564,292 (92.90%)
TFN3	27,008,118	8.1E+09	48.66	92.59	48,201,918 (89.24%)
Total No. genes = 38,698					

Supplementary Table 2. Functional annotation of the *C. suppressalis* transcriptome

Anno_Database	Annotated_Number	$300 \leq \text{length} < 1,000$	$\text{Length} \geq 1,000$
COG_Annotation	6,549	1,993	4,385
GO_Annotation	7,445	2,889	4,173
KEGG_Annotation	6,335	2,227	3,860
KOG_Annotation	13,017	4,478	8,067
Pfam_Annotation	14,591	5,166	8,973
Swissprot_Annotation	14,154	4,767	8,879
nr_Annotation	23,921	10,080	12,036
All_Annotated	24,036	10,144	12,075

Supplementary Table 3. qPCR Primer

Gene	Forward primer (5'-3')	Reverse primer (5'-3')
MSTRG.31509	CCTTCGAGTATGGCTTCAA	TCCTTGTATGTTGGTCTTGT
MSTRG.19722	CTTGGAAGTTCGTAAGGAACA	TGGAAGTGGTTATGGATCTG
MSTRG.19723	CCTTCGAGTATGGCTTCAA	TTCAGTCCTTGTATGTTGGT
MSTRG.35242	GCTTGATGGCTGTGTCTT	GCTGCTGATTCTACTTCTGA
evm_000257	CCTACGAATATCTTGCTGTTC	GCTGCTTGGTGCTATCAT
evm_013666	CGGAAGTATCAGATGGAAGT	ATGTATCGGAGAAGGATTGG
evm_014368	TTCGTCGGACAGGATAACC	CTGAGGCAATGGACAAGAA
evm_010324	TCAGCCAAGGAGGTAAGTA	CCACCAGATCCATAATCACT
evm_010325	GCGTGGTAAGAAGAGGAAT	CAGGTGTCGTCAGGAATAC
evm_004429	CTTCCTTGACGACATTCTTG	TACGACAACCTACACAACCTT
evm_009930	TCGGTGACAGAAGGAAGT	GTTGCTGGCTAAGATAATGC
evm_013436	GACCGTAGTTTCGTGTTGT	ATGACCATCGCTAAGGAAG
EF1	AAAATGGACTCGACTGAACCCC	TCTCCGTGCCAACCAGAAATA

How the deposited data were processed for this re-analysis (not part of the article)

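RNA of 3rd instar *C. suppressalis* larvae fed a diet with 0.8 g/kg Eβf or solvent was measured in 3 libraries per group. The authors aligned the reads with HISAT2, assembled and quantified transcripts with StringTie, and deposited 1 table of FPKM per gene and library. The submitters' processing notes name both tools, and their versions, the genome build and the annotation are not given in the sources used here. The second line of the deposited table repeats the libraries under other codes and was not used as data. The libraries named TFN were taken as Eβf and those named TYC as solvent control, which rests on the letters of the names and on there being no other group. Replicate numbers were taken from the names.

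FPKM was transformed to log2(FPKM + 1), and genes with an FPKM of 1 or more in at least 3 of the 6 libraries were tested with limma 3.58.1 in R 4.3.3. The model held the treatment alone, with empirical Bayes variances that follow a mean-variance trend. P values were two-sided, adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05 and no fold change threshold. The authors used DESeq, a model for counts, at the same threshold, and the table holds no counts. Genes of the qPCR list below the filter were taken from a fit without it. Fold changes are on the log2(FPKM + 1) scale. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

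The test was tried on simulated data, with the means and spreads of the 11932 genes tested and 200 genes changed in each of 20 draws. It recovered 0.125%, 7.88%, 41.2%, 64% and 71.2% of genes changed 2, 4, 8, 16 and 32 times, and 5.81% of its calls were genes that had not been changed. With 3 libraries per group, changes of 4 times or less in such genes were therefore mostly missed in the simulation. Its rates do not cover genes at lower FPKM or deviations that many genes of a library share. The depth of a library was 48201918 to 75239649 aligned reads in Supplementary Table S1, the paper's values, and the counting error of a gene was not computed because FPKM holds no counts.

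The named genes were fixed before the data were examined, as the 12 genes of Supplementary Table S3 and, since IDs could not be paired with names, the 2 genes with the largest fold change in each direction among those past the threshold whose groups did not overlap. The values of the 12 genes in Figure 6 had been seen by then. Lists for hormone synthesis and response, cytochrome P450s and other detoxification enzymes, digestion, cuticle, storage proteins, stress and immunity, and markers of muscle, fat body, silk gland, midgut, haemocytes and epidermis were fixed too. They were not tested, because 0 of the 38966 IDs matched the reference table and its 11366 genes carry no symbol beyond their locus tags (0 of them do). For the same reason no gene is described by its function, and the pathway and hormone gene statements of the paper were not analysed here.

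The alternatives fixed in advance were pseudocounts of 0.1 and 0.01, no filter and filters on a mean FPKM of 0.1 or 5, median-of-ratios scaling, quantile normalization, a weight per library, no mean-variance trend, the replicate number as a block, both libraries numbered 3 left out, and each library left out. Counting genes with identical values once, and the log2 ratio of group means, were chosen after seeing the data.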

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

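The counts over other splits of the libraries for all genes and for genes at 0 in one group, the test of shared sequence quality and the exchange of the most abundant genes were chosen after the results were seen. The other tests were written down before.

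MSTRG.22409 and evm_008801 were far above the control level, and the paper does not mention these IDs. Since IDs could not be paired with names, whether the paper discusses these genes under a name is not known. The mean FPKM of MSTRG.22409 was 4595 after Eβf and 57.95 in the control, where it came from control replicate 3 alone. The mean FPKM of evm_008801 was 365.6 after Eβf and 1.81 in the control.

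The 6 libraries can be split into 3 and 3 in 10 ways, so no split can reach a share under 0.05, and whether chance grouped the genes was not decided. The real split gave 245 genes past the threshold and the highest other split 29. It gave 2 of the 12 qPCR genes, and the highest other split gave 0. The paper describes these 12 genes as randomly selected and as DEGs of this sequencing. The list may therefore favour the real split, and this count is no independent test. A total of 492 genes were listed above 0 in all 3 libraries of one group and at 0 in all 3 of the other, 274 of them in the control and 218 after Eβf, and the highest other split gave 381. At a mean FPKM of 1 or more this was 56 genes, 27 in the control and 29 after Eβf, with 49 in the highest other split. In each of these 4 counts, only the real split was as large (1 of 10). At an unadjusted p under 0.05, the split of control replicates 1 and 2 with Eβf replicate 3 against the other libraries gave 2013 genes, more than the 1855 of the real split, and 0 genes past the adjusted threshold.

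More genes were higher than lower after Eβf (74.3% of those past the threshold). The 10 most abundant genes took 35.2%, 35.6% and 29.7% of the FPKM of control replicates 1 to 3 and 28.4%, 25.9% and 20.6% of that of Eβf replicates 1 to 3, so a candidate explanation is the scaling of the deposited values. After median-of-ratios scaling 63.3% of the calls were higher (exact 95% interval 57.9% to 68.4%). The lower calls had risen from 63 to 126 while the higher calls rose too, from 182 to 217, so this share decides neither for nor against the scaling. The scaling and an effect of Eβf both stay open.

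Control replicate 3 lay apart from the other controls, with correlations of 0.81 and 0.771 to them against 0.918 between control replicates 1 and 2. Sequence quality shared by the libraries numbered 3, which have the lowest Q30 in Supplementary Table S1 (91.98% and 92.59%), may be considered. Their deviations from the group means correlated at -0.162 over genes, which are not independent replicates, with an upper bootstrap bound of -0.131. The other pairs of a control and an Eβf library ranged from -0.328 to 0.316, so this value lies within the spread between libraries and shared quality stays open. The most abundant transcripts as the whole cause are argued against, since without the 1% most abundant genes the highest correlation of control replicate 3 to another control was 0.783, against 0.904 between the other controls. With the values of control replicate 3 for those genes put into control replicate 1 or 2, and the other genes scaled to match, the correlation between these 2 was still 0.909 or 0.91. In Supplementary Table S1, control replicate 3 also has the highest GC content, 54.42% against 50.48% and 50.69% in control replicates 1 and 2. Eβf replicate 3 has the lowest (48.66%). Whether GC content bears on the distance of control replicate 3 was not tested. A difference in age within the instar or between the larvae sampled stays open and was not tested.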

How the results depend on the processing

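The 245 genes kept their direction under every alternative in which they were tested. Since their groups did not overlap, only median-of-ratios scaling and quantile normalization could have changed it. The other alternatives are therefore no test of the direction. The number past the threshold moved widely. From 182 higher and 63 lower genes it went to 108 and 35 with a pseudocount of 0.1 (138 of the 245 genes shared), 34 and 14 with 0.01 (48 shared), 3 and 3 without the filter (6 shared), 24 and 13 at a mean FPKM of 0.1 or more (37 shared), 159 and 35 at 5 or more (168 shared), 217 and 126 with median-of-ratios scaling (197 shared), 184 and 151 with quantile normalization (196 shared), 93 and 61 without both libraries numbered 3 (80 shared) and 1934 and 2020 with a weight per library (245 shared). Those weights ran from 0.282 for control replicate 3 to 4.53 for Eβf replicate 2, and with them other splits of the libraries gave up to 1165 genes. Without the trend it was 169 and 60, and with identical values counted once, chosen after seeing the data, 164 and 55. Leaving out 1 library at a time gave 1 to 241 higher and 1 to 139 lower genes, lowest without control replicate 2 and highest without control replicate 3. Fewer samples, more genes in the adjustment or a smaller pseudocount are part of the construction of these alternatives, and otherwise the cause was not tested.

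With the replicate number as a block, 0 genes were higher and 0 lower by limma, 1408 had an unadjusted p under 0.05, and 0 of the 12 qPCR genes passed. The block leaves less information on the spread between libraries, so a loss of calls is in part built into it. The deviations of libraries with the same number correlated at 0.146, -0.328 and -0.162, against -0.128 to 0.316 for libraries with different numbers, so they give no sign that the numbers pair the samples, and replicates 2 and 3 did not correlate best with their own number.

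Of the 12 qPCR genes, 2 passed, and 1 (evm_013436) passed with a pseudocount of 0.01 or a mean FPKM of 0.1 or more, 0 without the filter or without both libraries numbered 3, and 0 to 2 with 1 library left out. The direction matched the qPCR bars in 11 genes, in 10 with a pseudocount of 0.01, median-of-ratios scaling or quantile normalization, without both libraries numbered 3, and without control replicate 1 or any single Eβf replicate, and in 9 without control replicate 2. It matched in 10 at a mean FPKM of 0.1 or more and in 4 at 5 or more, where fewer genes remained. With identical values counted once it matched in 10, since evm_014368, whose values another ID shares, dropped out. The log2 fold change of evm_004429 turned to 0.10 with a pseudocount of 0.01 and that of MSTRG.19723 to -0.32 without both libraries numbered 3. That of evm_013666 turned to 0.00133 with median-of-ratios scaling and 0.00808 with quantile normalization and ran from -0.00501 to 0.00406 with 1 library left out, and that of evm_014368 ran from -0.31 to 0.14. None of these 4 genes had passed, and the cause was not tested.

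The log2 odds ratio of passing for MSTRG loci against evm genes, -1.12, was no longer past 0.05 with a pseudocount of 0.01 (-0.68), without the filter (-1.65) and without both libraries numbered 3 (-0.19), and ran from -0.97 to 0.78 with 1 library left out, where it was past 0.05 only without control replicate 3. The share of genes whose next ID passed too was 0% without the filter, where 6 genes passed. The 492 genes at 0 in one group fell to 56 at a mean FPKM of 1 or more.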

Differences from the paper's values

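The paper reports 767 upregulated and 904 downregulated genes, 1671 in all, from DESeq on counts at an adjusted p under 0.05. Here 182 genes were higher and 63 lower, 245 in all, from limma on FPKM at the same threshold, and more genes were higher than lower where the paper has more downregulated genes. That balance was not kept under every alternative. The higher genes were 54.9% of those past the threshold with quantile normalization (184 higher and 151 lower), 48.9% with a weight per library (1934 and 2020) and 44.4% without Eβf replicate 3 (4 and 5), and as many were higher as lower without the filter (3 and 3) and without control replicate 2 (1 and 1). None of the alternatives set before the data were examined came within 1.5 times of any of the 3 numbers. They gave 0 to 1934 higher and 0 to 2020 lower genes, and with a weight per library, which gave 3954 in all, both directions were above the paper's.

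Figure 6 of the paper shows RNA-seq bars on an axis named fold change that also runs below 0, so the bars were compared with log2 fold changes. The log2(FPKM + 1) scale keeps the fold change of genes with low FPKM small. With their FPKM in all 6 libraries, MSTRG.31509, MSTRG.35242, evm_000257, evm_013666 and evm_004429 could not reach their bars on it. For these genes a difference from the bar on that scale was therefore fixed in advance. The bar of MSTRG.31509 is at about 3.2 in Figure 6, read by eye, and the value here was 0.63. Of the alternatives set before the data were examined, only a pseudocount of 0.01 closed this gap (3.76, with a spread between replicates of 1.62 on that scale). With a pseudocount of 0.1 (2.16, spread 0.938) the bar lies outside the spread, though the values are less than 1.5 times apart. The bar of evm_000257 is at about 2.2 in Figure 6, read by eye, against 0.33 here, and only a pseudocount of 0.01 closed the gap (2.82, spread 1.73). With a pseudocount of 0.1 (1.34, spread 1.02) the bar lies within the spread, and the values are more than 1.5 times apart. Eβf replicate 3 (FPKM 0.841, against 0.0539 and 0.116 in Eβf replicates 1 and 2) widens the spread of this gene. With a pseudocount of 1 the spread fell from 0.315 to 0.0537 without that library. The bar of MSTRG.35242 is at about 2.2 in Figure 6, read by eye, against 0.96 here, and only pseudocounts of 0.1 (2.27, spread 1.07) and 0.01 (3.05, spread 1.73) closed the gap. The bar of evm_013666 is at about -0.93 in Figure 6, read by eye, against -0.000952 here, and none of those alternatives closed the gap. The bar of evm_004429 is at about -1.2 in Figure 6, read by eye, against -0.54 here. That lies within its spread between replicates (0.699), which control replicate 3, listed at 0, widens, and the values are more than 1.5 times apart. They were not with a weight per library (-0.92), without control replicate 3 (-1.06) and without both libraries numbered 3 (-1.25), and under the other alternatives that held the gene they were, or the sign differed. The bar of evm_014368 is at about 0.08 in Figure 6, read by eye, against -0.0246 here. The signs differ, but the difference is smaller than the spread between replicates (0.412). The sign was that of the bar without control replicate 1 (0.14), without control replicate 2 (0.11) and without Eβf replicate 1 (0.13), and under no other of those alternatives. As the log2 ratio of the group means of FPKM, a scale chosen after seeing the values, MSTRG.31509, evm_000257, MSTRG.35242, evm_013666, evm_004429 and evm_014368 were at 3.93, 3.59, 2.40, -0.31, -1.60 and -0.06. No spread between replicates was computed on that scale.

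For evm_009930, MSTRG.19723, evm_010324, evm_010325 and evm_013436 the values here were 0.99, 0.53, 4.24, 2.14 and 4.05, each within its spread between replicates of the bar. The RNA-seq bars and these values come from the same sequencing, so this spread is not the error of their difference. It is wide for MSTRG.19723 (1.12) and evm_010325 (1.40), where a large difference would lie within it too. MSTRG.19722 has an upward bar in both assays in Figure 6 and was listed at 0 in all 6 libraries here. The paper calls the 12 genes differentially expressed, and 2 passed the threshold here. With a weight per library, evm_009930 passed as well (adjusted p = 0.00919 from limma). The direction here was that of the qPCR bar for 11 of the 11 genes with a value, but for evm_013666 (-0.000952, standard error 0.0143) and evm_014368 (-0.02, standard error 0.47) it lies within the error of 0. The count was 9 without control replicate 2 and 10 with a pseudocount of 0.01, median-of-ratios scaling or quantile normalization, without both libraries numbered 3, and without control replicate 1 or any single Eβf replicate. Across these genes, which are not independent replicates, Pearson's r was 0.679 (permutation p = 0.023, two-sided) and Spearman's rho 0.864 (permutation p = 0.0012, two-sided). The qPCR bars were read by eye, and the paper states that both assays used the same RNA. MSTRG.31509 and MSTRG.19723 share a forward primer, and whether their bars measure separate transcripts was not tested.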

Other observations

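Annotated gene models passed the threshold more often than StringTie loci in the main fit and in most alternatives with all 6 libraries. With 1 library left out, this was mostly not past 0.05. Of 6362 evm genes tested, 174 passed the threshold (2.73%), 134 higher and 40 lower after Eβf, and of 5570 MSTRG loci 71 passed (1.27%), 48 higher and 23 lower. The log2 odds ratio was -1.12 (Fisher's exact test, two-sided, p = 1.32e-08), with genes that are not independent. Leaving out 1 library, it was past 0.05 only without control replicate 3 (-0.97, exact p = 7.33e-10, 380 genes passing). It was -0.50 without control replicate 1 (exact p = 0.39, 34 genes), 0.19 without control replicate 2 (exact p = 1, 2 genes), -0.54 without Eβf replicate 1 (exact p = 0.0779, 106 genes), 0.78 without Eβf replicate 2 (exact p = 0.67, 5 genes) and -0.13 without Eβf replicate 3 (exact p = 1, 9 genes). With 2, 5 or 9 genes passing, the exact test could hardly pass, so those fits do not tell whether the difference rested on 1 library. Without both libraries numbered 3 the log2 odds ratio was -0.19 (exact p = 0.465, 154 genes), so few calls alone do not account for the loss there. It was also not past 0.05 with a pseudocount of 0.01 or without the filter. It stayed past 0.05 with a pseudocount of 0.1 (-1.04) and at a mean FPKM of 0.1 or 5 or more (-1.27 and -1.21). The same held with median-of-ratios scaling (-0.877), quantile normalization (-0.904), a weight per library (-0.823), no mean-variance trend (-1.23) and identical values counted once (-1.07).

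Of the 245 genes, 31 (12.7%) had a next ID of the same kind that also passed in the same direction, against a mean of 1.66 and a highest count of 8 in 10000 permutations (p = 1e-04, the smallest they can give). With identical values counted once, a choice made after seeing the data, it was 17 of 219 genes (7.76%, permutation p = 1e-04, again the smallest). IDs were taken as neighbours by number alone. Among genes with identical values, 284 of the 510 sets held consecutive IDs, and 26 of the 245 genes had a partner with identical values, which leaves 231 distinct sets of values.

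The qPCR primers of MSTRG.31509 and MSTRG.19723 in Supplementary Table S3 share the forward primer CCTTCGAGTATGGCTTCAA. Their reverse primers, TCCTTGTATGTTGGTCTTGT and TTCAGTCCTTGTATGTTGGT, share the 15 bases TCCTTGTATGTTGGT. The FPKM of MSTRG.31509 was 0.0961, 0.0384 and 0 in control replicates 1 to 3 and 0.532, 0.163 and 1.36 in Eβf replicates 1 to 3, and that of MSTRG.19723 was 0.406, 3.15 and 0.0598 against 0.0383, 2.62 and 3.98.

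The paper's text gives 52.71 Gb of clean data, and the clean bases of the 6 libraries in its Supplementary Table S1 add up to 56.6 Gb. Its text gives 38698 assembled genes, and the table used here lists 38966.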
